# Alterations of RNA Modification in Mouse Germ Cell-2 Spermatids Under Hypoxic Stress

**DOI:** 10.3389/fmolb.2022.871737

**Published:** 2022-06-14

**Authors:** Tong He, Huanping Guo, Lin Xia, Xipeng Shen, Yun Huang, Xiao Wu, Xuelin Jiang, Yinying Xu, Yi Tan, Yunfang Zhang, Dongmei Tan

**Keywords:** RNA modification, hypoxic stress, GC-2spd cells, spermatogenesis, high-throughput sequencing, mass spectrometry

## Abstract

Hypoxia is a known stress factor in mammals and has been shown to potentially impair male fertility, which manifests as spermatogenic dysfunction and decreased semen quality. Studies have shown that RNA modifications, the novel post-transcriptional regulators, are involved in spermatogenesis, and hypoxia-induced alterations in RNA modification in testes and sperm cells may be associated with impaired spermatogenesis in mice. However, the molecular mechanisms via which RNA modifications influence spermatogenesis under hypoxic stress conditions are unclear. In this study, we generated a mouse Germ Cell-2 spermatid (GC-2spd) hypoxia model by culturing cells in a 1% O_2_ incubator for 48 h or treating them with CoCl_2_ for 24 h. The hypoxia treatment significantly inhibited proliferation and induced apoptosis in GC-2spd cells. The RNA modification signatures of total RNAs (2 types) and differentially sized RNA fragments (7 types of approximately 80 nt-sized tRNAs; 9 types of 17–50 nt-sized sncRNAs) were altered, and tRNA stability was partially affected. Moreover, the expression profiles of sncRNAs, such as microRNAs, tsRNAs, rsRNAs, and ysRNAs, were significantly regulated, and this might be related to the alterations in RNA modification and subsequent transcriptomic changes. We comprehensively analyzed alterations in RNA modification signatures in total RNAs, tRNAs (approximately 80 nt), and small RNAs (17–50 nt) as well as the expression profiles of sncRNAs and transcriptomes in hypoxia-treated GC-2spd cells; our data suggested that RNA modifications may be involved in cellular responses under hypoxic stress conditions and could provide a basis for a better understanding of the molecular mechanisms underlying male infertility.

## 1 Introduction

Hypoxia is a stress factor that elicits widespread physiological responses; however, these responses may induce maladaptive consequences. Hypoxic stress has been reported to be responsible for altered male reproductive function (Jankovic and Stefanovic 2014). The findings of previous studies have suggested that in humans, hypoxic stress induces spermatogenic dysfunction (Okumura et al., 2003; Verratti et al., 2008), germ cell apoptosis (Reyes et al., 2012), and a decrease in semen quality (He et al., 2015) and sperm motility (Verratti et al., 2016). Moreover, hypoxia has been shown to significantly affect spermatogenesis in toads (Biswas et al., 1985), mice (Yin et al., 2018), and rats (Gosney 1984; Liao et al., 2010; Bai et al., 2018). Spermatogenesis is a dynamic and highly coordinated process based on the regulation of germ-cell proliferation, differentiation, and death in the testes (Singh and Jaiswal 2011). In a male infertility model subjected to hypobaric hypoxia treatment, hypoxia was found to induce spermatogenic cell (GC-2spd cells) apoptosis (Liao et al., 2010; Yin et al., 2018). Most studies on the molecular mechanisms underlying spermatogenetic defects have been focused at the DNA level. Recently, increased research attention has been directed toward the association between RNA molecules and fertility (Schuster et al., 2016), especially non-coding RNAs, such as long non-coding RNAs (lncRNAs) and short non-coding RNAs (sncRNAs), which have important regulatory functions in spermatogenesis. Previous studies have demonstrated that hypoxia promotes GC-2spd cell apoptosis via the miR-210-induced apoptotic signaling pathway (Lv et al., 2019). However, the RNA molecules involved in male reproductive injury under hypoxic stress conditions have not been clearly identified yet.

RNA modifications, which are newly discovered epitranscriptomic processes, play a crucial role in RNA structure formation, mRNA metabolism, mRNA translation, tRNA stability, and rRNA constitution during gene expression and tissue development (Roundtree et al., 2017; Sloan et al., 2017; Frye et al., 2018; Boo and Kim 2020). RNA modification has been reported to be significantly associated with fertility (Chen et al., 2016; Zhang J. et al., 2018). Among over 170 modified RNA nucleotide variants, RNA N6-methyladenine (m^6^A) was found to be dynamically regulated at different developmental stages of spermatogenesis in humans (Yang et al., 2016). Dynamic regulation of RNA modifications *in vivo* mainly depends on the activity of RNA methyltransferase/demethylase. The inactivation of the m^6^A methyltransferases, methyltransferase-like 3 (mettl3) and methyltransferase-like 14 (mettl14) may lead to spermatogonial stem cell depletion, inducing impairment in spermatogenesis (Lin et al., 2016; Lin et al., 2017). In addition, mutations in m^6^A demethylase alkB homolog 5 (ALKBH5) result in dysregulated spermatogenesis, low sperm count, poor sperm quality, impaired fertility (Zheng et al., 2013), and decreased testis size (Tang et al., 2018) in mice. Further investigation is required to determine whether other types of RNA modifications are associated with spermatogenesis. Moreover, as of now, the involvement of RNA modifications, including m^6^A, in spermatogenesis under hypoxic stress conditions is unknown. In this study, using our previously established high-throughput RNA modification detection platform and RNA-seq, we detected alterations in RNA modification profiles, tRNA stability, small non-coding RNA expression levels, and the transcriptome in GC-2spd cells exposed to hypoxic conditions, to investigate the molecular mechanisms via which RNA modifications influence spermatogenesis under hypoxic stress conditions. The results of the present study could enhance our understanding of the pathophysiology of male infertility.

## 2 Materials and Methods

### 2.1 Cell Culture

Germ cell-2 spermatids (GC-2spd) were purchased from the Conservation Genetics CAS Cell Bank (Shanghai, China) and cultured in DMEM (HyClone, Fisher Scientific International Inc., Logan, UT, United States) supplemented with 10% fetal bovine serum (Gibco, Thermo Fisher Scientific, Inc., Waltham, MA, United States) and 1% antibiotics (100 U/ml penicillin and 100 U/ml streptomycin, Invitrogen; Thermo Fisher, Waltham, MA, United States). GC-2spd cells were seeded into six-well plates at a concentration of 1 × 10^5^ cells/well (NEST, Wuxi, China) and incubated in an incubator containing 21% O_2_ and 5% CO_2_ (Thermo Fisher Scientific Inc., Waltham, MA, United States). The CoCl_2_-induced hypoxia cell model is commonly used in research to evaluate the effects of hypoxia on cell proliferation and apoptosis as well as other deleterious effects of hypoxia (Yu et al., 2018; Zhang and Chen 2018; Zhang et al., 2019). Here, after 24 h of culturing, cells to be subjected to hypoxia treatment were either cultivated in a medium supplemented with 150 μM CoCl_2_ (Sigma-Aldrich; Merck KGaA, Darmstadt, Germany) or transferred to a hypoxia workstation (Thermo Fisher Scientific Inc., Waltham, MA, United States) containing 1% O_2_, 5% CO_2_, and 94% N_2_ at 37°C. Experiments were routinely performed in triplicate (*n* = 3).

### 2.2 Proliferation Assay

GC-2spd cells were prepared as described previously under normoxic, hypoxic, and CoCl_2_ conditions. After 12, 24, 48, and 72 h of culturing, each set of cells was digested with trypsin and washed twice with phosphate-buffered saline (PBS, HyClone, Fisher Scientific International Inc., Logan, UT, United States) at room temperature. Cell counting was performed using an improved Neubauer hemocytometer (Qiujing Industrial Co., Ltd., Shanghai, China).

### 2.3 Apoptosis Assay

GC-2spd cells subjected to hypoxic treatment for 48 h or treated with CoCl_2_ for 24 h were stained using the PE Annexin V Apoptosis Detection Kit (BD Pharmingen; BD Biosciences, San Jose, CA, United States) according to the manufacturer’s protocol and analyzed using a flow cytometer and Kaluza software (Gallios; Beckman Coulter, Inc. Boulevard Brea, CA, United States).

### 2.4 Western Blotting

GC-2spd cells subjected to hypoxic treatment for 48 h or treated with CoCl_2_ for 24 h were washed twice with ice-cold PBS and then lysed in ice-cold radio immunoprecipitation assay lysis buffer (RIPA; Beyotime, Shanghai, China) supplemented with 1 mM phenylmethylsulfonyl fluoride (PMSF; Beyotime, Shanghai, China) for 0.5 h to extract total cellular proteins. Protein concentrations were determined using an enhanced BCA protein assay kit (Beyotime, Shanghai, China). A volume of 20 micrograms of protein was separated by 10% SDS-PAGE (Beyotime, Shanghai, China) and transferred onto nitrocellulose membranes (Millipore, Merck KGaA, Darmstadt, Germany). Next, the membranes were blocked with 5% non-fat dry milk in TBS containing 0.1% Tween (TBST) for 1 h at room temperature and then incubated overnight at 4°C with rabbit anti-HIF-1α antibodies (1:200; no. ab1; Abcam, Cambridge, United Kingdom) or mouse anti-β-actin antibodies (1:5,000; no. AF0003; Beyotime, Shanghai, China). Then, the membranes were washed with TBST and incubated with horseradish peroxidase-labeled goat anti-rabbit IgG (1:10,000, no. A0208, Beyotime, Shanghai, China) and horseradish peroxidase-labeled goat anti-mouse IgG (1:10,000, no. A0216; Beyotime) for 1 h at room temperature. The blots were visualized using an ultrasensitive enhanced chemiluminescence device (ECL, Thermo Fisher Scientific, Waltham, MA, United States). Band intensities were quantified using FluorChemHD2 software (ProteinSimple, San Jose, CA, United States).

### 2.5 Isolation of Total RNA and Specified Size RNA

Total RNA was extracted using TRIzol reagent (No. 15596026; Invitrogen; Thermo Fisher, Waltham, MA, United States) according to the manufacturer’s protocol. TRIzol (1 ml) was added to a microtube containing GC-2spd cells and vortexed vigorously. Then, the samples were incubated at room temperature for 5 min. Next, 200 μL of chloroform was added to the samples, vortexed for 15 s, incubated for 10 min at 20–22°C, and then centrifuged at 12,000 × g for 15 min at 4°C. The aqueous phase was collected in a microtube and mixed with an equal volume of isopropanol. After gentle mixing and incubation at −80°C for 30 min, the mixture was centrifuged at 12,000 × g for 15 min at 4°C. The final RNA pellets were resuspended in RNase-free water for the determination of RNA concentrations using a UV spectrometer.

Total RNA (3 μg) was separated by 7 M urea-denatured 15% PAGE and stained with the SYBR Gold solution (Invitrogen; Thermo Fisher, Waltham, MA, United States). Small RNAs with sizes of 17–50 nt and 80 nt were excised from the gel and extracted as previously described (Chen et al., 2016) for the quantification of RNA modification and for RNA-seq analysis.

### 2.6 Detection of Modified Nucleosides in RNA Molecules by LC-MS/MS

Purified RNA (50–100 ng) was transferred to a microtube and incubated with 5 U/ul alkaline phosphatase (no. P5521, Sigma Chemica; Merck KGaA, Darmstadt, Germany), 0.01 U/ul phosphodiesterase I (no. P3134; Sigma; Merck KGaA, Darmstadt, Germany), and 5 U/ul benzonase (No. E8263; Sigma; Merck KGaA, Darmstadt, Germany) at 37°C for 3 h. Then, 3 K devices with an omega membrane (Pall Corporation, New York, NY, United States) were used to remove the enzymes from the mixture by centrifugation. Mass spectrometric analysis was performed using a Xevo-TQ-S mass spectrometer connected to an Acquity-UPLC I-class system (Waters Corporation, Milford, MA, United States) equipped with an electrospray ionization source. Except for pseudouridine which was analyzed in the negative ion mode, for the analysis of the other molecules, the MS system was operated in the positive ion mode using a multiple reaction monitoring (MRM) scan model. LC-MS/MS data were processed using MassLynx software (version 4.1). The percentage of each modified ribonucleoside was normalized to the total amount of quantified ribonucleosides with the same nucleobase. For example, the percentage of m^6^A was calculated as the molar concentration of m^6^A/the molar concentrations of m^6^A+ Am + A+ m^1^A+ I + Im + m^1^I.

### 2.7 Analysis of tRNA Stability

Purified tRNA molecules (80 nt RNA fragments) were incubated at 37°C for 15 min in RPMI 1640-base systems: 15 ng of RNA in 9 μL of RPMI 1640 (HyClone, Fisher Scientific International Inc., Logan, UT, United States), 9 μL of RPMI 1640 containing 0.8% serum (FBS, Clark Bioscience, Virginia, United States), or 9 μL of RPMI 1640 containing 0.0003 μL of RNase A/T1 (2 mg/ml of RNase A and 5,000 U/ml of RNase T1). After incubation, the samples were immediately placed on ice, and RNA loading dye (2×, New England Biolabs Inc., Ipswich, United Kingdom) was added to them. A volume of four microliters of the samples was run on a 15% native PAGE gel at 4°C. The gels were stained with SYBR Gold before imaging.

### 2.8 Northern Blotting

Northern blotting was performed as previously described (Chen et al., 2016; Zhang J. et al., 2018). In brief, RNA extracted from GC-2spd cells was separated by 15% urea-PAGE, transferred onto nylon membranes (Roche, Basel, Switzerland), and cross-linked by UV at an energy level of 0.12 J. Then, the membranes were pre-hybridized with DIG pre-hybridization reagent (DIG Easy Hyb Granules, Roche, Basel, Switzerland) for at least 1 h at 42°C. For tRNA-Gly, tRNA-Ala, and 5.8S-rRNA detection, the membranes were incubated overnight at 42°C with 20 µM DIG-labeled oligonucleotide probes synthesized by Takara (Takara Bio Inc., Dalian, China), listed as follows:

tRNA-Gly: 5′-AAT​TCT​ACC​ACT​GAA​CCA​CCC​ATG​C-3’;
tRNA-Ala: 5′-CGC​TCT​ACC​ACT​GAG​CTA​CAC​CCC​C-3’;
5.8S- rRNA: 5′-TTC​TTC​ATC​GAC​GCA​CGA​GC-3’.

The membranes were sequentially washed with low-stringent buffer (2 × SSC with 0.1% (w/v) SDS), high-stringent buffer (0.1×SSC with 0.1% (w/v) SDS), and washing buffer (1×SSC) at 42°C. After washing, the membranes were incubated in 1 × blocking buffer (Roche, Basel, Switzerland) at room temperature for 3 h, and then anti-DIG antibodies (Anti-Digoxigenin-APFab fragments, Roche, Basel, Switzerland) were added to the blocking buffer at a ratio of 1:10,000 and incubated for an additional 1 h. The membranes were washed four times with DIG washing buffer (1× maleic acid buffer and 0.3% Tween-20) for 15 min each time, rinsed with DIG detection buffer (0.1 M Tris–HCl and 0.1M NaCl, PH:9.5) for 5 min, and then incubated with the CSPD reagent (Roche, Basel, Switzerland) in the dark for 20 min at 37°C before being imaged using a ChemiDoc imaging system (Bio-Rad, Hercules, CA, United States).

### 2.9 Small RNA Sequencing and Data Analysis

For each RNA library, more than 10 million reads (raw data) were generated using an Illumina HiSeq 2000 device (Bgi Technology Co., Ltd., Shenzhen, China). Small RNA library construction, library quality validation, and RNA sequencing were performed by Personalbio small RNA service (Shanghai, China), as described in our previous article (Zhang Y. et al., 2018). Clean reads were obtained and analyzed using SPOTS1.1 (small non-coding RNA annotation pipeline optimized for rRNA- and tRNA-derived small RNAs: https://github.com/junchaoshi/sports1.1) (Shi et al., 2018). Expression levels were normalized to reads per million (RPM).

### 2.10 Transcriptomic Data Processing and Analysis

Transcriptome sequencing was performed by Personalbio (Shanghai, China). In total RNA, mRNA with a poly-A structure was enriched using oligo (DT) magnetic beads. Then, the mRNA was randomly interrupted, connectors were added to it, and cDNA fragments were synthesized by reverse transcription, using RNA as a template for library construction. Finally, PCR amplification was performed to enrich library fragments. After RNA extraction, purification, and library construction, the samples were subjected to double pair-end (PE) sequencing using the Illumina NovaSeq sequencing platform.

The raw sequencing data were filtered using Cutadapt (von Hoyningen-Huene et al., 2019); then, high-quality sequence fragments were spliced using HISAT2 (Gangaraj and Rajesh 2020) and quantified using StringTie (Pertea et al., 2015). Differentially expressed genes were screened using the edgeR function in the R package (Yang et al., 2019); GO enrichment analysis was performed using the clusterProfiler function in the R package (Yu et al., 2012); GSEA enrichment analysis was performed using GSEA software (Subramanian et al., 2005). Gene sets were considered statistically enriched if the normalized *p*-value was less than 0.05.

### 2.11 Statistical Analysis

Data are presented as mean ± SEM, and each experiment was repeated at least three times. Statistical analyses were performed using GraphPad Prism 8 (GraphPad Software, San Diego, CA, United States). Data on proliferation, apoptosis, and RNA modifications in GC-2spd cells were analyzed by ordinary one-way ANOVA multiple comparisons or two-way ANOVA multiple comparisons; multiple comparisons were performed using Sidak’s or Dunnett’s test. Differences were considered statistically significant at *p* < 0.05.

## 3 Results

### 3.1 Cellular Responses and Alterations in RNA Modification Signatures in GC-2spd Cells Under Hypoxic Stress Conditions

In our hypoxic GC-2spd cell model (Figure 1A), as compared to the normoxic group, there was a significant increase in HIF-1α expression levels in both the hypoxia and CoCl_2_ treatment groups (Figure 1B), indicating that the cells were in a hypoxic state. There was a decrease in the number of cells counted at 12, 24, 48, and 72 h following seeding (Figure 1C). At 72 h, the number of cells in the hypoxia and CoCl_2_ treatment groups was less than half of that in the normoxic group (Figure 1D). The percentages of apoptotic and non-apoptotic dead cells in the normoxic, hypoxia-treated, and CoCl_2_-treated groups were 5.96, 12.02, and 6.63, and 4.61, 9.15, and 30.63%, respectively. The high cell death rate in the CoCl_2_-treated group indicated the potential chemical toxicity of CoCl_2_ in GC-2spd cells (Figures 1E,F). To determine whether RNA modification was involved in cellular responses to hypoxic exposure, the total RNA modification profiles of GC-2spd cells were determined using our previously developed high-throughput LC-MS/MS-based RNA modification detection platform (Chen et al., 2016; Zhang J. et al., 2018) (Figure 1G). In total, 19 types of RNA modifications were detected and quantified, of which the levels of two (Im and m^2^_2_^7^G) were significantly increased in GC-2spd cells (Figures 1H,I); the levels of the majority of RNA modifications were unchanged (Figures 1J-Z).

**FIGURE 1:**
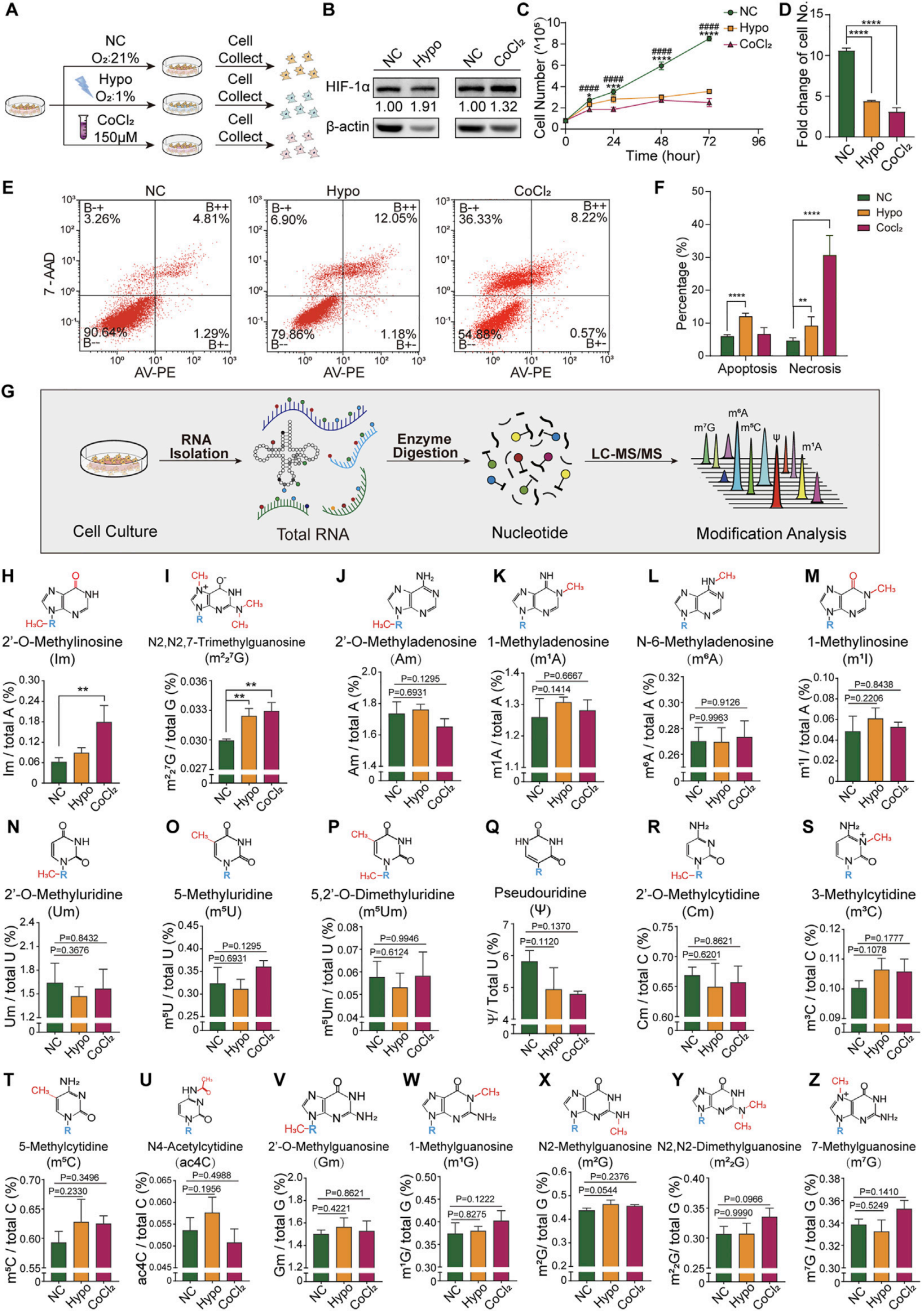
Cellular response and alterations in RNA modification signatures in GC-2spd cells subjected to hypoxic stress. **(A)** Schematic illustration of GC-2spd cell hypoxia treatment either by hypoxic culture (Oxygen Conc. 1%) for 48 h or normoxic culture in the presence of 150 μM CoCl_2_ for 24 h. **(B)** Western blot analysis of HIF-1α protein expression in GC-2spd cells exposed to hypoxia or CoCl_2_. **(C)** GC-2spd cell proliferation at 0, 12, 24, 48, and 72 h under normoxic, hypoxic, and CoCl_2_ treatment conditions. **(D)** GC-2spd cell growth rate at 72 h. **(E)** Flow cytometric analysis of apoptosis in GC-2spd cells subjected to hypoxia or CoCl_2_ treatment. **(F)** Statistical analysis of cell apoptosis and non-apoptotic cell death rates in GC-2spd cells. **(G)** Illustration of the detection of total RNA modifications in GC-2spd cells by LC-MS/MS. **(H–Z)** Relative levels of representative Im, m^2^_2_^7^G, Am, m^1^A, m^6^A, m^1^I, Um, m^5^U, m^5^Um, ψ, Cm, m^3^C, m^5^C, ac4C, Gm, m^1^G, m^2^G, m^2^_2_G, and m^7^G RNA modifications in GC-2spd cells subjected to hypoxia or CoCl_2_ treatment. Statistical analysis was performed by one-way analysis of variance (ANOVA), two-way ANOVA multiple comparisons, and Sidak’s or Dunnett’s multiple comparisons test. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, ^****^ *p* < 0.0001, ^####^ *p* < 0.0001 compared to NC. *n* = 3. Data in C, D, F, and H-Z are presented as mean ± SEM.

### 3.2 Alterations in tRNA Modification Levels and Stability in GC-2spd Cells Under Hypoxic Stress

To further confirm the presence of alterations in tRNA and sncRNA modification in GC-2spd cells subjected to hypoxic treatment, the RNA modification profiles of RNA fragments of different sizes were determined by LC-MS/MS. Total RNA was first extracted and isolated by denatured PAGE, and then 80 nt-sized RNA molecules (most of them were tRNAs) and 17–50 nt-sized RNA molecules (sncRNA) were excised and purified for the identification of RNA modification signatures (Figure 2A). The levels of seven types of RNA modifications were altered in 80 nt-sized RNA fragments, with Um, m^5^C, m^1^I, and m^5^U being significantly upregulated, and the levels of m^3^C, m^1^G, and m^2^_2_G being significantly decreased following hypoxia and CoCl_2_ treatment (Figures 2B–H). Aside from these seven altered RNA modifications, the levels of 10 more types of RNA modifications in 80 nt-sized RNA molecules were unchanged (Figures 2I-R). It has been established that RNA modifications are closely associated with the structure and stability of tRNAs; therefore, tRNA stability was further evaluated by evaluating its resilience to RNase degradation in native PAGE gels. tRNA stability in the hypoxia and CoCl_2_ treatment groups was found to be significantly different from that in the normoxic group, as determined using RNase A/T1 and 20% FBS containing a unique combination of RNases (Figure 2S). Furthermore, the expression levels of representative tRNA, tRNA-Gly, and tRNA-Ala molecules were found to significantly decrease under hypoxic and CoCl_2_ treatment conditions (Figures 2T–V).

**FIGURE 2:**
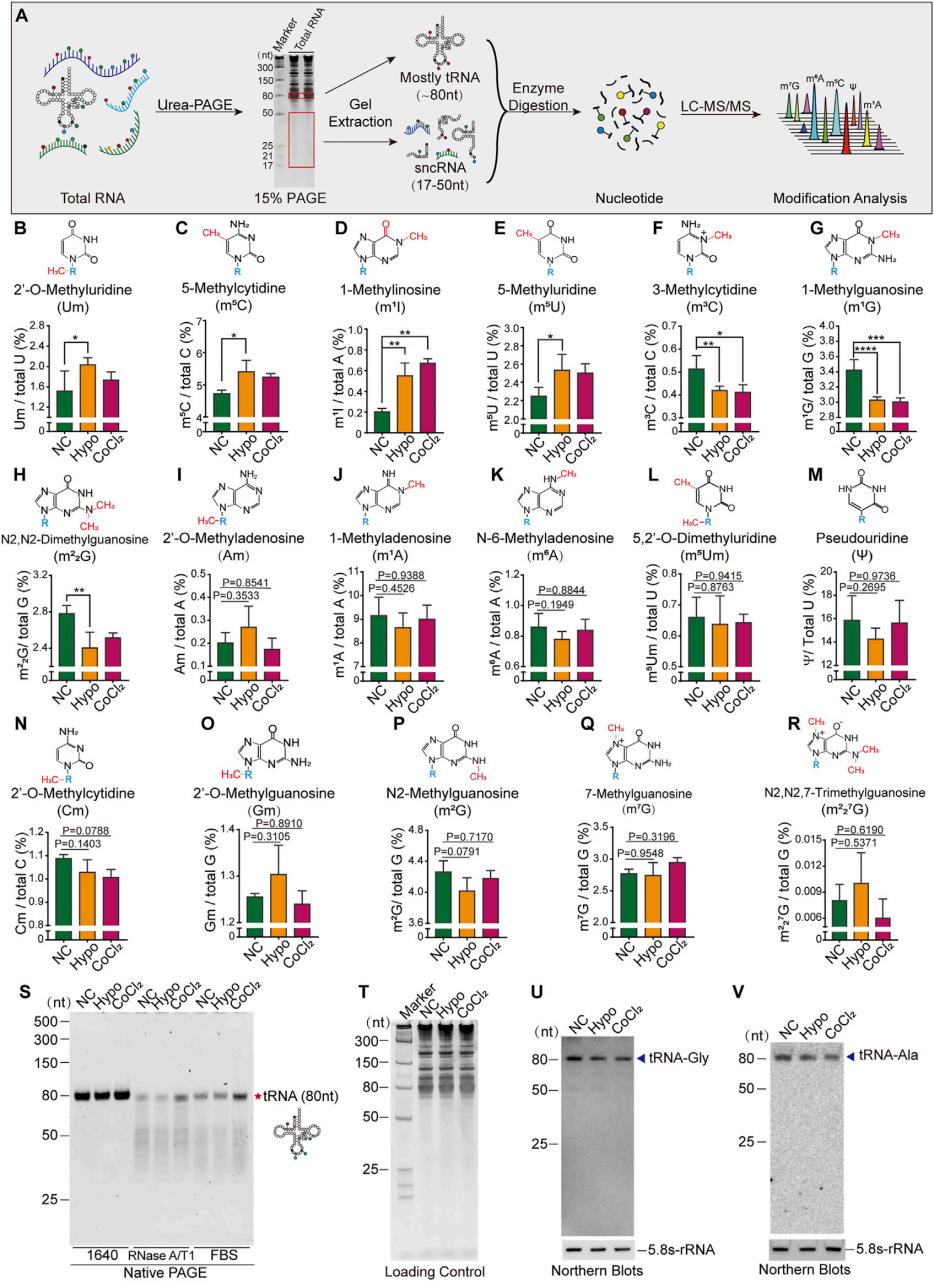
Cellular hypoxia treatment induced alterations in tRNA modification levels and tRNA stability in GC-2spd cells. **(A)** Illustration of the detection of RNA modifications in GC-2spd cells by LC-MS/MS. **(B–R)** Relative levels of Um, m^5^C, m^1^I, m^5^U, m^3^C, m^1^G, m^2^_2_G, Am, m^1^A, m^6^A, m^5^Um, ψ, Cm, Gm, m^2^G, m^7^G, and m^2^_2_^7^G in 80 nt-sized RNA fragments (mostly tRNA) in GC-2spd cells subjected to hypoxic conditions for 48 h or treated with 150 μM CoCl_2_ for 24 h. **(S)** Alterations in tRNA stability in GC-2spd cells subjected to hypoxic stress. Using a native PAGE gel, it was shown that the resilience of tRNA to degradation by RNase in the hypoxia- and CoCl_2_-treated groups was significantly different from that in the normoxia group, as determined using RNase A/T1 and 0.8% FBS (fetal bovine serum containing a unique combination of RNases). Each panel is presented as a representation of three independent experiments with similar results. **(T–V)** Representative tRNA expression levels were analyzed by Northern blotting. **(T)** Total GC-2spd cell RNAs were run on a 15% denatured PAGE gel presented as the loading control. **(U,V)** Expression levels of tRNA-Gly and tRNA-Ala (shown by arrow heads) in the normoxia, hypoxia, and CoCl_2_ groups; 5.8S-rRNA was used as the self-control. Blots are presented as a representation of three independent experiments with similar results. Statistical analysis was performed by one-way ANOVA and Dunnett’s multiple comparisons test. ^*^ *p* < 0.05, ^**^ *p* < 0.01, ^***^ *p* < 0.001, and ^****^ *p* < 0.0001, *n* = 3. Data in B–R are presented as mean ± SEM.

### 3.3 Alterations in RNA Modification Levels and the Expression Levels of Small Non-Coding RNAs in GC-2spd Cells Under Hypoxic Stress Conditions

The RNA modification signatures of 80 nt-sized RNA molecules (most of which were tRNAs) were previously found to be altered and this affected tRNA stability in GC-2spd cells subjected to hypoxic stress. We thought it necessary to further investigate modifications and the expression levels of small RNAs (17–50 nt). The levels of nine types of RNA modifications (Cm, m^3^C, m^5^C, Gm, m^1^G, m^2^G, m^2^_2_G, m^7^G, and m^1^A) were significantly increased in treated GC-2spd cells (Figures 3A–I), while those of the other five types were unchanged (Figure 3J-N). High-throughput small RNA sequencing revealed alterations in the expression levels of 138 sncRNAs in cells subjected to hypoxic treatment (Figure 3O). More specifically, the expression levels of 18 miRNAs, including Let-7d, mir-145a, and mir-210, significantly increased, and the levels of 29 miRNAs, including mir-125b, mir-25, and mir-365, significantly decreased (Figure 3P). The levels of 15 tsRNAs (tRNA-derived small RNAs) were upregulated and those of 30 tsRNAs were downregulated, and this may partly have been due to RNA modification-induced alterations in tRNA stability (Figure 3Q). rRNA-derived small non-coding RNAs (rsRNAs) are newly identified small non-coding RNAs (Chu et al., 2017) that play important roles in paternally acquired epigenetic inheritance, sperm rapid response to metabolic alterations (Natt et al., 2019; Natt and Ost 2020), and organ inflammation (Chu et al., 2017). In this study, we also identified a large number of rsRNAs from 4.5, 5, 5.8, 12, 16, 18, 28, and 45S rRNAs. The most enriched rsRNAs were derived from 18, 28, and 45S rRNAs (Figure 3R). Under hypoxic conditions, there was an increase in the levels of most rsRNAs derived from 28, 5.8, and 5S rRNA, while the levels of those derived from 4.5S rRNA decreased, indicating that rRNA might be sensitive to hypoxic stress (Figure 3S). Moreover, the levels of YRNA-derived small RNAs (ysRNAs) were found to increase under cellular hypoxic stress conditions, especially those of small RNAs derived from RNY-1. The locations of ysRNAs on RNY-1 were further evaluated, and most ysRNAs^RNY1^ were found to be derived from the 3′ end of RNY1. However, the levels of ysRNAs^RNY1^ derived from both the 5′ and 3’ ends of RNY1 increased under hypoxic conditions (Figures 3T–U).

**FIGURE 3:**
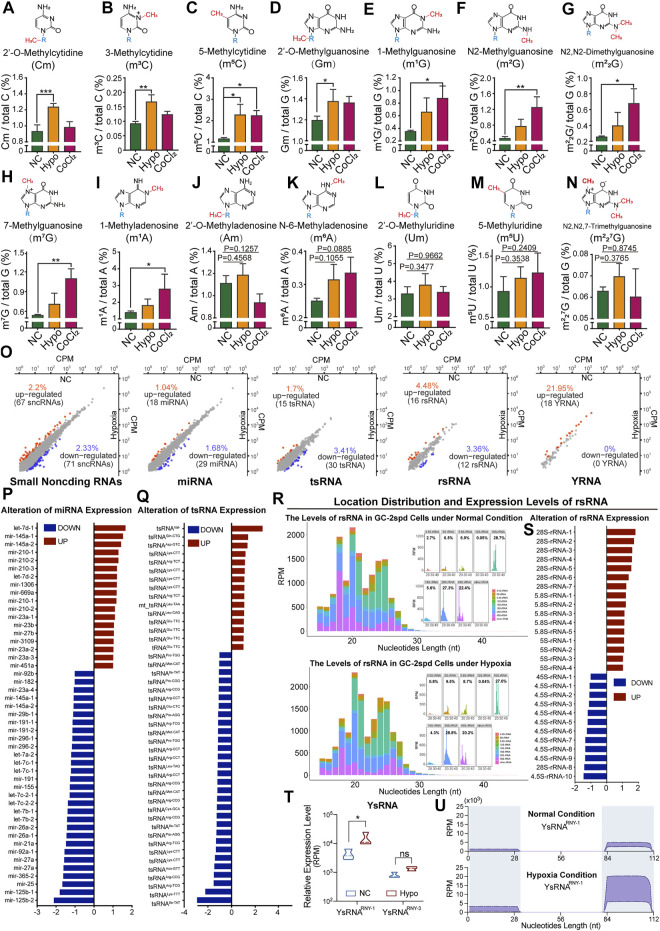
Alterations in RNA modification levels and the expression levels of small non-coding RNAs in GC-2spd cells subjected to hypoxic conditions. **(A–N)** Relative levels of Cm, m^3^C, m^5^C, Gm, m^1^G, m^2^G, m^2^_2_G, m^7^G, m^1^A, Am, m^6^A, Um, m^5^U, and m^2^_2_^7^G in 17–50 nt-sized RNA fragments in GC-2spd cells subjected to hypoxic treatment for 48 h or treated with 150 μM CoCl_2_ for 24 h **(O–U)** Sequencing analysis for differentially expressed small RNAs in GC-2spd cells subjected to hypoxic stress. **(O)** Alterations in four major small non-coding RNA (sncRNA) families in GC-2spd cells subjected to hypoxic stress: micro RNAs (miRNAs), tRNA-derived small RNAs (tsRNAs), rRNA-derived small RNAs (rsRNAs), and yRNA-derived small RNAs (ysRNAs). **(P)** Differentially expressed miRNAs. **(Q)** Differentially expressed tsRNAs. **(R)** Relative abundance and mapping locations of rsRNAs. **(S)** Differentially expressed rsRNAs. **(T,U)** Differentially expressed ysRNAs and their locations in GC-2spd cells subjected to hypoxic stress. Statistical analysis was performed by one-way ANOVA and Dunnett’s multiple comparisons test. ^*^ *p* < 0.05, ^**^ *p* < 0.01, and ^***^ *p* < 0.001, n = 3. Data in A–N are presented as mean ± SEM.

### 3.4 Gene Transcriptional Changes in GC-2spd Cells Under Hypoxic Stress Conditions

As previously reported (Guzzi et al., 2018; Shi et al., 2019), modifications in sncRNAs, such as tsRNAs, are involved in the regulation of gene transcription. To evaluate the effects of RNA modifications on GC-2spd cell growth under hypoxic conditions via the regulation of gene transcription, transcriptomic sequencing of GC-2spd cells was conducted. 

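GC-2spd cells, an immortalized line derived from mouse spermatocytes, were cultured in 21% O_2_ (normoxic group) or in 1% O_2_ (hypoxia-treated group), both with 5% CO_2_, and 3 samples per group were sequenced. The paper gives 48 h for its hypoxic culture and does not repeat the time for the transcriptome. Of 15 spermatocyte marker genes listed before the data were examined, 0 were detected at a mean of 1 TPM (the transcript share as StringTie scales it) or more, and of 13 spermatid markers only Odf2 was (named after its value was seen). Of 11 markers of fibroblasts and other mesenchymal cells 7 were detected, and of 10 Sertoli cell markers 5 were. The detected Col3a1 lay near the limit, at 0.695 to 1.636 TPM. Not detected were Thy1, Dcn, Lum and Postn of the first list and Amh, Wt1, Cldn11, Fshr and Dhh of the second (named after their values were seen). These counts do not settle the identity of the cells. Transcripts encoded by the mitochondrial genome took 9.27% ± 0.022 (SD, n = 3) of the TPM in the normoxic group and 5.55% ± 0.058 (SD, n = 3) in the hypoxia-treated group.

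The authors enriched polyadenylated RNA, sequenced it in pairs of reads, filtered the reads with Cutadapt, aligned them with HISAT2 and quantified genes with StringTie. The submitters' processing notes name the mm10 genome, and the annotation release is not given in the sources used here. The deposited values are TPM, FPKM and mean coverage per gene, not read counts. From the coverage and FPKM, 6.61, 5.75 and 6.20 gigabases of aligned reads stand behind the 3 normoxic libraries, and 5.80, 6.72 and 5.92 gigabases behind the 3 hypoxia-treated ones. Each library lists annotated genes and, separately, loci that StringTie assembled in that library alone. Only the annotated genes were used, which add up to 94.8% to 98.1% of 1000000 TPM per library. Genes with a mean of at least 1 TPM (13750 genes) were compared as log2(TPM + 1) with limma, hypoxia minus normoxia, with Benjamini-Hochberg adjustment. The pseudocount of 1 understates the fold change of genes with low TPM. Across genes, libraries of one group correlated at r = 0.988 to 0.989 and libraries of different groups at r = 0.951 to 0.953, and genes are not independent replicates. The paper states in general that experiments were done in triplicate and repeated at least 3 times. It does not say whether the 3 sequenced samples of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical.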

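Genes without a symbol, genes with a provisional symbol (Gm or Rik) and pseudogenes were left out of the rankings that follow. Among the others that passed limma and whose groups did not overlap, Ero1l had the largest rise under hypoxia on the log2(TPM + 1) scale. It encodes an oxidase that forms disulfide bonds in the endoplasmic reticulum, and went from 45.5 ± 1.48 TPM (SD, n = 3) to 603.4 ± 9.11 TPM (SD, n = 3). Of the 12 named genes with the largest rises, 7 belong to a list of targets of hypoxia-inducible factor (HIF), among them Ndrg1, Adm, which encodes the vasodilator peptide adrenomedullin, and Car9, a carbonic anhydrase of the cell surface. Epm2a, which encodes the glycogen phosphatase laforin, rose by 3.59 on the log2 scale, and the transcriptional regulator gene Aire by 3.53. On the same scale the largest fall among the ranked genes was that of Mgp, which encodes an inhibitor of calcification, from 97.3 ± 7.05 TPM (SD, n = 3) to 3.30 ± 0.752 TPM (SD, n = 3). The 12 largest falls among named genes include those of the chemokine genes Ccl2, Cxcl10 and Ccl7, with log2 fold changes of -4.05, -3.72 and -3.34.

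Of the 12 named genes with the largest falls, 8 are interferon response genes. Of 57 tested genes of this list, 55 fell, 1 rose and 1 did not pass the test in limma (56 lower and 1 higher when adjusted over the list alone). Examples are Isg15, a ubiquitin-like modifier, with a log2 fold change of -4.03 (standard error 0.12, adjusted p = 2.26e-06 from limma), and Ifit1, an RNA-binding antiviral protein, with -3.47. Irf7, which encodes a transcription factor of the interferon pathway, had a log2 fold change of -2.90. The 1 that rose, named after its value was seen, was the histocompatibility gene H2-K1, by 0.41. The median log2 fold change of the list was -2.09 (adjusted p = 8.76e-19 from limma's camera, adjusted p = 0.145 with an estimated correlation). The adjustment gave several lists this same 0.145. Their unadjusted p-values from camera with an estimated correlation differ, with 0.0252 for this list and 0.0542 for nucleotide metabolism. Isg15 and Ndrg1 each share near-identical sequence with another annotated gene, here called a near-identical copy, which could take their reads.

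In all, 2464 genes (17.9%) were higher and 4972 (36.2%) lower under hypoxia at an adjusted p under 0.05 from limma. With a change of at least 2-fold as well, 375 genes (2.73%) were higher and 734 (5.34%) lower, together 1109. Of the 2-fold genes, 228 of the higher and 618 of the lower are protein-coding. The 2-fold counts, higher and lower, were 189 and 290 with a pseudocount of 5, and 220 and 519 on FPKM. The groups did not overlap at 62.4% of genes, against 10% by chance for 3 against 3. The median log2 fold change of all genes was -0.13, and the medians of gene lists are set beside it. Scaling by median-of-ratios, which places that median at 0.0014, gave 3605 higher and 3622 lower genes, so the share of higher calls was 33.1% on TPM as deposited and 49.9% after that scaling.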

A total of 1,130 genes were found to be upregulated (353 genes) and downregulated (777 genes) in the hypoxia-treated group (Figure 4A). Biological pathway analysis revealed that the dysregulated genes were enriched in RNA and nucleotide metabolic pathways. 

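Most genes that build ribosomes were lower under hypoxia (adjusted p = 2.22e-12 from limma's camera, adjusted p = 0.145 with an estimated correlation). Of 85 tested genes of ribosome biogenesis, 73 fell and none rose in limma (77 and none when adjusted over the list alone; 12 did not pass over all genes). Ddx21, a helicase of the nucleolus, had a log2 fold change of -1.44 (standard error 0.06, adjusted p = 8.24e-06 from limma), and Tsr1, which matures the small ribosomal subunit, -1.56. Polr1a, the largest subunit of RNA polymerase I, fell by 0.93 on the log2 scale, and the rRNA methyltransferase gene Fbl by 0.54. Ddx21 and Fbl have near-identical copies that could share their reads. The median log2 fold change of the list was -0.60, which is -0.47 relative to the median of all genes.

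Of 22 genes of RNase P, RNase MRP and tRNA splicing or end processing, 16 fell and 2 rose (16 and 2 when adjusted over the list alone), with a median of -0.59. Pop1, the scaffold protein of RNase P, fell by 1.31 on the log2 scale, and Elac2, which trims the 3' ends of tRNA, by 0.84. Rpp30 had a log2 fold change of -0.13 and did not pass the test.

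Of 53 genes of nucleotide metabolism, 26 fell, 5 rose and 22 did not pass the test (26 lower and 5 higher when adjusted over the list alone), with a median of -0.29. The purine synthesis gene Gart fell by 1.20 on the log2 scale, the pyrimidine synthesis genes Umps and Cad by 1.00 and 0.38, and the thymidylate synthase gene Tyms by 1.02. Impdh2, the rate-limiting enzyme of guanine nucleotide synthesis, fell by 0.31 and has a near-identical copy. Ak4, a mitochondrial adenylate kinase, rose by 1.55 and also has such a copy.

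With limma's camera the adjusted p was 0.00694 for the RNase P list and 0.0366 for nucleotide metabolism, and both had an adjusted p = 0.145 with an estimated correlation. For nucleotide metabolism camera's adjusted p was 0.0597 under median-of-ratios scaling, 0.0648 on FPKM and 0.0176 with quantile normalization. Among all 7436 genes called in either direction, Fisher's exact test (one-sided) gave an adjusted p of 6.23e-09 for ribosome biogenesis, 0.0219 for the RNase P list and 0.358 for nucleotide metabolism. Among the 1109 genes with an at least 2-fold change it gave an adjusted p of 3.93e-06, 0.487 and 0.0925 for these lists. Of the 30 lists tested, 19 passed camera and 2 of them, the HIF targets and the cytosolic ribosome, also passed with an estimated correlation. Camera with the preset correlation called 7 to 13 lists when the 6 libraries were split in the other 9 ways. Each of those splits puts libraries of both conditions in both groups, so part of the difference between conditions remains in it.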

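Transcripts for proteins of the mitochondrial outer membrane changed in both directions under hypoxia. Of 58 tested genes, 13 rose, 24 fell and 21 did not pass the test in limma (14 higher and 25 lower when adjusted over the list alone). Bnip3 and Bnip3l, which encode receptors for the removal of mitochondria by autophagy, rose by 1.74 and 1.49 on the log2 scale. Vdac1, the main channel of this membrane, rose by 1.24, and the hexokinase gene Hk2, whose product binds it, by 1.11. Tomm70a and Tomm20, receptors for protein import, had log2 fold changes of -0.59 and -0.38. Bnip3, Bnip3l and Tomm20 have near-identical copies that could share their reads. The median of the list was -0.13, with an adjusted p = 0.862 from limma's camera. Fisher's exact test (one-sided) of the called genes gave an adjusted p of 0.142, and of the genes with an at least 2-fold change an adjusted p of 0.278. The median had the other sign, 0.02, under median-of-ratios scaling.

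Of 53 dioxygenases that use 2-oxoglutarate and oxygen, a class with many demethylases and prolyl hydroxylases, 20 rose and 14 fell (21 and 16 when adjusted over the list alone), and 13 of the rises were at least 2-fold. The oxygen-sensing prolyl hydroxylase genes Egln1 and Egln3 rose by 2.08 and 2.26 on the log2 scale, and the histone demethylase gene Kdm3a by 1.70. These genes are also on the list of HIF targets. The median was 0.09, with an adjusted p = 0.00354 from limma's camera and an adjusted p = 0.342 with an estimated correlation.

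Of 22 genes of microRNA and other small RNA pathways, 4 rose and 6 fell (4 and 6 when adjusted over the list alone), with an adjusted p = 0.371 from limma's camera. Ago2, which cleaves targets of small RNAs, rose by 1.08, while Dgcr8, the partner of Drosha in microRNA processing, fell by 1.49 and the exporter gene Xpo5 by 0.84. Dgcr8 has near-identical copies.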

Cellular component analysis revealed that the differentially expressed genes were mainly located in the mitochondrial outer membrane, organelle membrane, and the transferase complex; molecular pathway analysis revealed that these altered genes were involved in RNA binding and acted on RNA and other molecular processes (Figure 4B). Gene set enrichment analysis showed that these differentially expressed genes were mainly enriched in aerobic respiratory pathways, including hypoxic, glycolytic, and apoptotic pathways (Figure 4C). Furthermore, RNA modification writers and erasers were also found to be regulated in the treatment groups as compared to the normal group, and this might be the direct reason why RNA modification levels were affected (Figure 4D).

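Most targets of HIF and most enzymes of glycolysis rose under hypoxia. Of 50 tested HIF targets outside glycolysis, 41 rose, 3 fell and 6 did not pass the test in limma (42 higher and 3 lower when adjusted over the list alone). Vegfa, the angiogenic growth factor, had a log2 fold change of 1.92 (standard error 0.06, adjusted p = 2.31e-06 from limma), and the transcriptional repressor gene Bhlhe40 1.88. The 3 that fell, named after their values were seen, were Angptl4, Dusp1 and Car12, with -1.70, -0.77 and -0.81. The median of the list was 1.27, which is 1.41 relative to the median of all genes (adjusted p = 1.26e-23 from limma's camera, adjusted p = 0.00674 with an estimated correlation). Hif1a, which encodes the oxygen-regulated HIF subunit, went from 107.2 ± 3.00 TPM (SD, n = 3) to 70.9 ± 5.51 TPM (SD, n = 3), a log2 fold change of -0.59 (adjusted p = 3.46e-04 from limma). The paper reports more HIF-1α protein under hypoxia by Western blot, and a fall of the transcript does not speak against that.

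Of 27 genes of glycolysis and lactate, 21 rose and 3 fell (21 and 3 when adjusted over the list alone), with a median of 0.83. The lactate dehydrogenase gene Ldha rose by 1.08 on the log2 scale, and Gpi1 and Pgk1, which encode enzymes of the pathway, by 1.59 and 1.49. Gpi1 and Pgk1 have near-identical copies. The 3 that fell, named after their values were seen, were Bpgm, Ldhb and Pfkfb4. The adjusted p was 1.07e-10 from limma's camera, with an adjusted p = 0.0775 with an estimated correlation.

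Most genes on a fixed list of those that promote apoptosis were lower. Of 27 tested, 18 fell, 2 rose and 7 did not pass the test in limma (18 lower and 3 higher when adjusted over the list alone). The BH3-only genes Bmf and Bid fell by 1.91 and 1.27 on the log2 scale, and the death receptor adaptor gene Fadd by 1.60. Bax, which permeabilizes the mitochondrial outer membrane, had a log2 fold change of -0.02 (adjusted p = 0.887 from limma). The 2 that rose, named after their values were seen, were Pmaip1 and Casp6. Bnip3 and Bnip3l, which rose by 1.74 and 1.49, are on the list of HIF targets and not on this one. The median of the apoptosis list was -0.49, with an adjusted p = 0.0219 from limma's camera and an adjusted p = 0.145 with an estimated correlation. Without members that have a near-identical copy the adjusted p from camera was 0.089. The paper measured more apoptotic cells under hypoxia and reports apoptotic pathways among its enriched sets, and transcripts of a list do not measure cell death. Of 12 genes that oppose apoptosis, 7 fell and 2 rose (7 and 2 when adjusted over the list alone), with a median of -0.34 (adjusted p = 0.421 from limma's camera). Among them Birc3 fell by 1.44, while Bcl2l2 rose by 0.56 and Mcl1 by 0.19. Of 23 targets of p53, 6 rose and 11 fell (6 and 12 when adjusted over the list alone; adjusted p = 0.862 from limma's camera), among them the cell cycle inhibitor gene Cdkn1a with a rise of 1.11 and Btg2 with a fold change of -1.73 on the log2 scale.

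**Figure D1:**
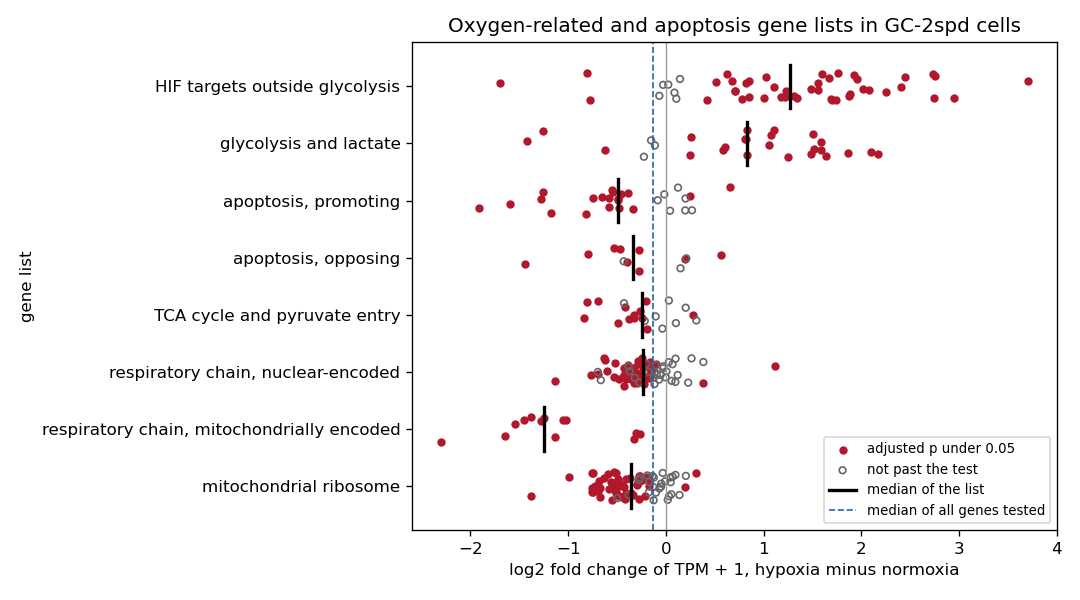
Log2 fold changes of TPM + 1 (horizontal axis, hypoxia minus normoxia, 3 samples each) of every tested gene of 8 lists (vertical axis). Filled points passed an adjusted p under 0.05 in limma, open points did not, black bars are list medians and the dashed line is the median of all genes, -0.13. The HIF targets and the glycolysis genes lie mostly to the right of the dashed line, and the genes that promote apoptosis mostly to its left.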

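Most of the RNA modification enzymes that changed were lower in the hypoxia-treated group. Of 132 tested writers, erasers and readers on 3 lists, each counted once, 73 fell, 12 rose and 47 did not pass the test in limma (74 lower and 12 higher when adjusted over the list alone). Of these, 12 fell and 2 rose by at least 2-fold. The median log2 fold change was -0.36. Under median-of-ratios scaling, 55 fell and 18 rose.

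Of 103 tested enzymes that modify tRNA or rRNA, 63 fell and 8 rose (65 and 8 when adjusted over the list alone). Dkc1, the pseudouridine synthase of box H/ACA particles, had a log2 fold change of -1.32 (standard error 0.09, adjusted p = 4.37e-05 from limma). Pus7l, another pseudouridine synthase, fell by 1.53 on the log2 scale, and Trmt61a, the catalytic subunit that makes m1A58 in tRNA, by 1.05. Trit1, which makes i6A37 in tRNA, rose by 0.40. The median of this list was -0.43, with an adjusted p = 3.09e-04 from limma's camera and an adjusted p = 0.145 with an estimated correlation.

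Of 27 tested genes that write, erase or read m6A and other marks on mRNA, 10 fell, 3 rose and 14 did not pass the test (10 lower and 3 higher when adjusted over the list alone; adjusted p = 0.569 from limma's camera). The m6A demethylase gene Alkbh5 went from 106.2 ± 7.93 TPM (SD, n = 3) to 235.1 ± 11.6 TPM (SD, n = 3), a log2 fold change of 1.14 (standard error 0.07, adjusted p = 2.59e-05 from limma). Rbm15, an adaptor of the m6A writer complex, rose by 0.87, while its paralog Rbm15b fell by 0.69. Mettl3, the catalytic subunit of that complex, had a log2 fold change of -0.38 (adjusted p = 0.037 from limma), and its partner Mettl14 had 0.18 (adjusted p = 0.148). Under median-of-ratios scaling Mettl3 had an adjusted p = 0.128 and Mettl14 an adjusted p = 0.0211 from limma. The adenosine deaminase gene Adar, also on the interferon response list, fell by 1.46 and has a near-identical copy. The other m6A demethylase gene, Fto, did not pass the test (adjusted p = 0.403 from limma): 1 normoxic library listed it at 5.63 TPM and the other 5 at 33.8 to 40.4 TPM.

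**Figure D2:**
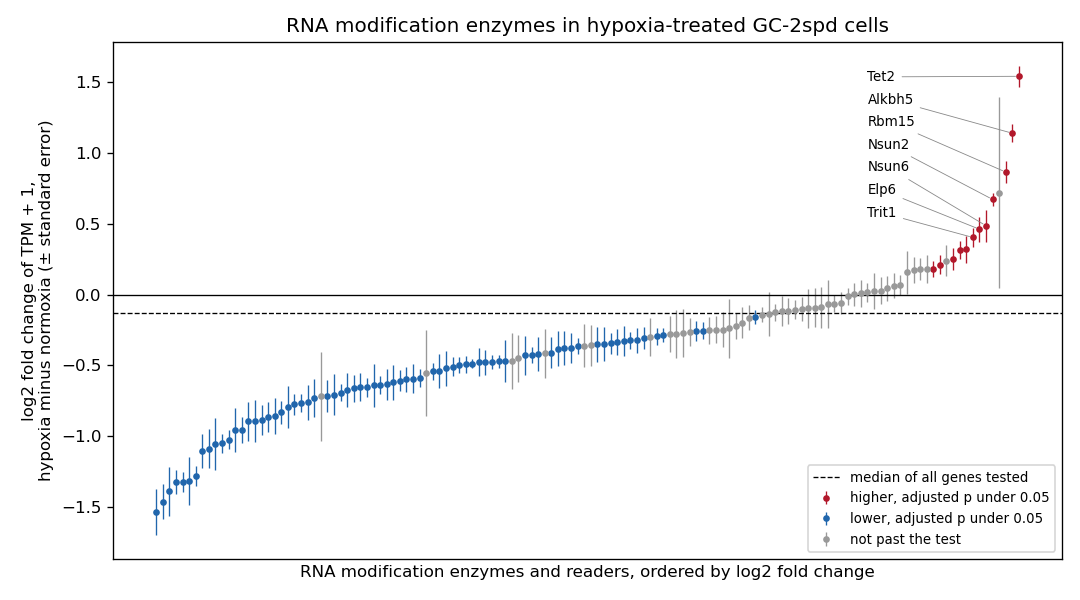
Log2 fold changes of TPM + 1 (vertical axis, hypoxia minus normoxia, 3 samples each) with standard errors from limma for the 132 RNA modification enzymes and readers, ordered along the horizontal axis. Red points were higher and blue points lower at an adjusted p under 0.05, grey points did not pass, and the dashed line is the median of all genes. The blue points are more than the red ones, and Tet2 and Alkbh5 have the largest rises.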

**FIGURE 4:**
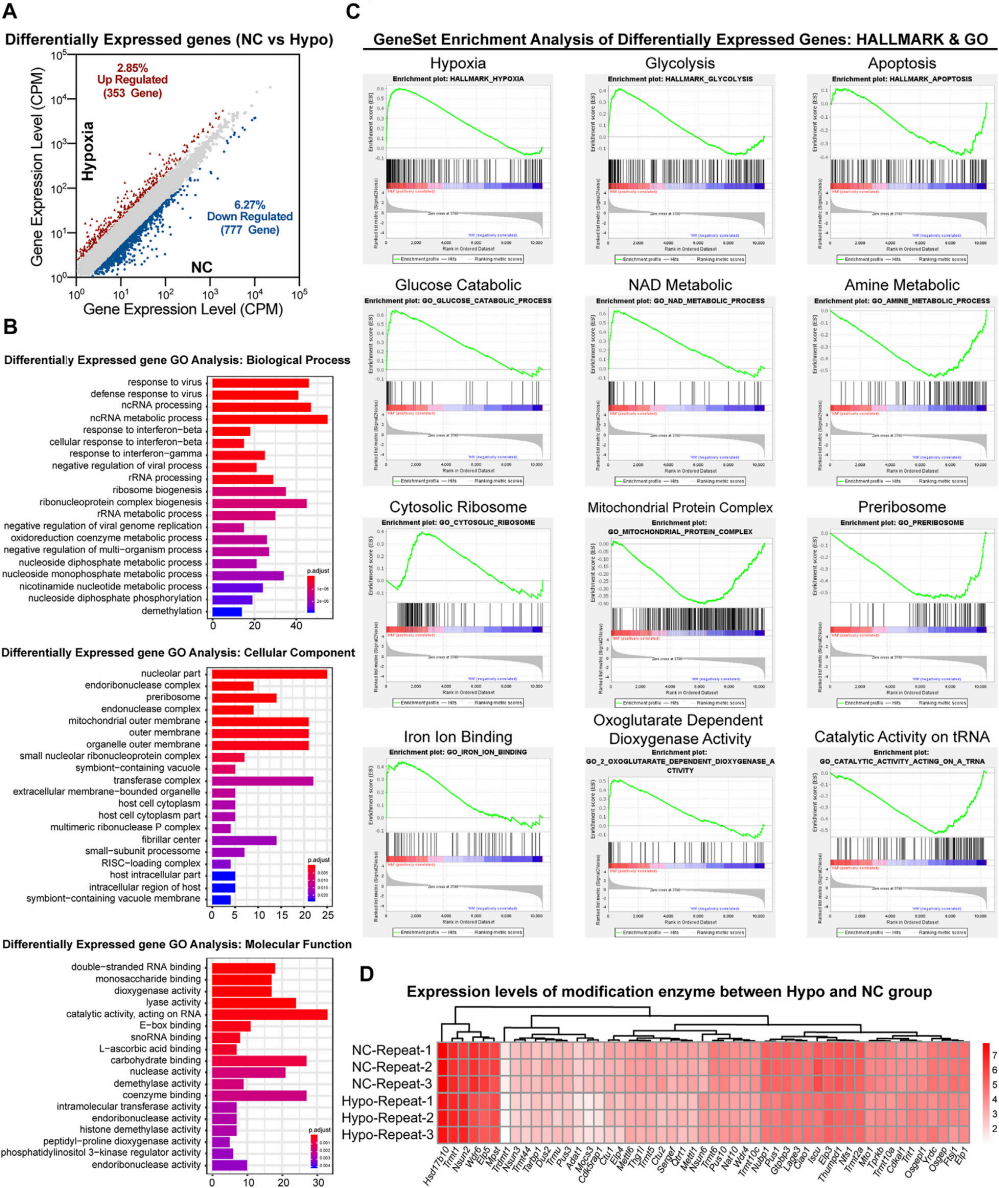
Transcriptomic analysis of gene expression in GC-2spd cells subjected to hypoxic stress. **(A)** Differentially expressed genes between the Hypo and NC groups. **(B)** GO analysis of differentially expressed genes between the Hypo and NC groups. The differentially expressed genes were enriched in the keywords “biological process,” “cellular component,” and “molecular function.” The *x*-axis represents the number of genes, and the color indicates the *p*-value (blue indicates a large *p*-value, and red indicates a small *p*-value). **(C)** GSEA analysis of differentially expressed genes in GC-2spd cells subjected to hypoxic stress in the GO and hallmark gene sets, respectively, ranked based on normalized *p*-value. **(D)** Heat map diagram showing the expression levels of modified enzymes in the Hypo and NC groups. Colors ranging from white to red indicate mRNA expression levels; the red color indicates high expression levels, while the white color indicates low expression levels.

## 4 Discussion

GC-2spd cells are immortalized cells derived from mouse spermatocytes that have been applied in research on the reproductive effects of toxicants, such as cigarette smoke (Esakky et al., 2014), cadmium (Seong et al., 2019), and di (2-ethylhexyl) phthalate (DEHP; (Fu et al., 2017)), and environmental factors, such as hypoxia (Zhou et al., 2018), fine particulate matter (PM_2.5_; (Zhang Y. et al., 2018)), and silica nanoparticles (SiNPs; (Ren et al., 2019)). Both the GC-2spd cell line and the spermatocytes isolated from mouse testes could be used to study early spermatogenesis. However, isolated spermatocytes are supposed to be of great value to represent the process *in vivo*. In fact, the spermatocytes obtained by the isolation technique are limited in number and stayed in different stages of division, while GC-2spd cells are easily available, stable, and homogeneous. Hypoxia-inducible factor 1α (HIF-1α) is a major hypoxia-induced transcriptional regulator that reflects the degree of oxygen deprivation (Iyer et al., 1998; Johnson et al., 2017). When cells are exposed to hypoxic conditions, HIF-1α rapidly accumulates (Jewell et al., 2001; Jankovic and Stefanovic 2014). In this study, both a hypoxic incubator and CoCl_2_ were used to establish hypoxic GC-2spd cell models. However, there was a less significant increase in HIF-1α expression levels in cells treated with CoCl_2_ than in those treated using the hypoxia incubator, and this could have resulted from differences in the degree of oxygen deprivation between these two groups.

Hypoxia has deleterious effects on the male reproductive system (Jankovic and Stefanovic 2014); however, its molecular mechanism is not fully understood. Our previous studies showed that hypoxia-induced alterations in RNA modification in mouse testes and sperm may be associated with impaired spermatogenesis (He et al., 2021). In this study, we used GC-2spd cells to investigate the potential mechanisms that altered modifications induced by hypoxia exposure could affect spermatogenesis. We found that hypoxia inhibited proliferation and induced apoptosis in GC-2spd cells, and this is consistent with the findings of a previous study (Yin et al., 2018). Alterations in RNA modification were also observed in hypoxia-treated GC-2spd cells, especially in tRNA and sncRNA, indicating that RNA modifications participated in the hypoxic stress response. Numerous RNA modifications occur in tRNAs (Pan 2018), and alterations of these modifications can affect the efficiency of endonuclease (Lyons et al., 2018), thereby affecting tsRNA biogenesis. We confirmed that alteration of RNA modification levels affected the tRNA stability, and the sncRNA profiles were largely changed by the hypoxia environment. There are more than 20 types of tRNA, and the isolation of individual tRNA needs a large number of total RNA; thus, we just analyzed the stability of tRNA-Gly and tRNA-Ala. tsRNA is derived from mature tRNA or tRNA precursors and participates in various biological functions (Kumar et al., 2016; Oberbauer and Schaefer 2018), such as stress responses (Schimmel 2018), the regulation of cell proliferation and apoptosis (Saikia et al., 2014), protein translation (Shi et al., 2019), ribosome biogenesis (Kim et al., 2017), and epigenetic inheritance (Chen et al., 2016; Zhang J. et al., 2018) through its RNA sequence and RNA modifications. Thus, the impaired spermatogenesis induced by hypoxia exposure (He et al., 2021) could be due to cell apoptosis regulated by abnormal expression of tsRNA or other sncRNA that are involved in regulation of gene expression (Lv et al., 2019). Subsequently, GO analysis and GSEA of transcriptomic data revealed that a large number of gene sets, which were mainly involved in hypoxic stress response and cellular aerobic respiration, as well as multiple related pathways, were altered. However, the target genes directly regulated by altered tsRNA and sncRNA remain unclear under hypoxia stress. Thus, further study is urgent to illustrate how the altered pathways are regulated by abnormal levels of RNA modifications and sncRNA.

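Of the respiratory chain, 13 of 13 mitochondrially encoded and 46 of 76 nuclear genes were lower under hypoxia in limma. With limma's camera the adjusted p was 5.6e-09 and 0.00354 for these lists, with an adjusted p = 0.145 with an estimated correlation for each, and for the nuclear genes median-of-ratios scaling gave an adjusted p of 0.0893. The 13 mitochondrially encoded genes fell (13 when adjusted over the list alone), with a median log2 fold change of -1.24. The NADH dehydrogenase subunit gene mt-Nd1 fell by 1.55 on the log2 scale, and the ATP synthase subunit genes mt-Atp8 and mt-Atp6 had log2 fold changes of -1.45 and -1.38. The cytochrome oxidase subunit gene mt-Co1 fell by 0.30, and mt-Cytb by 0.33. Under quantile normalization mt-Cytb had the other sign, 0.08. The genes mt-Atp6 and mt-Co1 share near-identical sequence with other annotated genes.

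Of the 76 nuclear genes of the respiratory chain, 46 fell, 2 rose and 28 did not pass the test (47 lower and 2 higher when adjusted over the list alone), with a median of -0.24, or -0.11 relative to all genes. Ndufa4 had a log2 fold change of -1.13 (standard error 0.08, adjusted p = 5e-05 from limma), and the succinate dehydrogenase subunit gene Sdhb fell by 0.69. The cytochrome oxidase subunit gene Cox4i1 had -0.32 and did not pass the test. The complex I subunit gene Ndufv3 rose by 1.12.

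Of 21 genes of the TCA cycle and pyruvate entry, 12 fell and 1 rose (13 and 2 when adjusted over the list alone), with a median of -0.24. Idh3a, a subunit of isocitrate dehydrogenase, fell by 0.83, and the succinyl-CoA ligase gene Suclg1 by 0.80. Cs, which encodes citrate synthase, had -0.04 on TPM as deposited and 0.11 under median-of-ratios scaling. Of 77 genes of the mitochondrial ribosome, 49 fell and 2 rose (50 and 2 when adjusted over the list alone), with a median of -0.36, among them Mrpl12 with -0.72 and Mrpl52 with -0.76.

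With limma's camera the adjusted p was 0.0735 for the TCA cycle and 3.09e-04 for the mitochondrial ribosome, the latter with an adjusted p = 0.145 with an estimated correlation.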

The levels of seven types of RNA modifications in 80 nt-sized RNAs were found to be altered in hypoxia-treated GC-2spd cells. Among these, the levels of the m^5^C modification were upregulated. The presence of m^5^C in RNA has been shown to contribute to tRNA stability in mammals (Tuorto et al., 2012), and this may account for the observed changes in tRNA stability. Small RNA sequence analysis confirmed this finding, and forty-five types of tsRNAs were found to be regulated in GC-2spd cells exposed to hypoxic conditions. The levels of RNA modifications are commonly determined by the RNA modification writers and erasers as well as readers. The observed altered signature of RNA modifications in GC-2spd cells might suggest a differently expressed pattern of RNA modification regulators under hypoxia to adapt to the changing environment. For example, NOP2/Sun RNA methyltransferase 2 (Nsun2) and NOP2/Sun RNA methyltransferase 6 (Nsun6), the m^5^C RNA methylases, were upregulated under hypoxic stress conditions. Similarly, the level of m^5^C in tRNA was also increased. 

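Nsun2, which methylates cytosines in tRNA and other RNAs, was 72.4 ± 2.15 TPM (SD, n = 3) in the normoxic group and 116 ± 3.29 TPM (SD, n = 3) in the hypoxia-treated group. This is a log2 fold change of 0.67 (standard error 0.05, adjusted p = 4.79e-05 from limma). Nsun6, which methylates the acceptor end of a few tRNAs, went from 8.46 ± 0.865 TPM (SD, n = 3) to 12.3 ± 1.55 TPM (SD, n = 3), a log2 fold change of 0.49 (standard error 0.11, adjusted p = 0.0101 from limma). For both genes every hypoxia-treated sample was above every normoxic sample (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). Nsun2 lies on the forward strand of chromosome 13 of mm10 from 69533746 to 69635780, and Nsun6 on the reverse strand of chromosome 2 from 14995131 to 15055069.

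Of 10 tested writers and erasers of m5C, 3 rose, 4 fell and 3 did not pass the test (3 higher and 4 lower when adjusted over the list alone). The third that rose was Tet2, which encodes a dioxygenase that oxidizes 5-methylcytosine, with a log2 fold change of 1.54 (standard error 0.07, adjusted p = 1.39e-05 from limma). The rRNA methyltransferase genes Nop2 and Nsun4, the latter of the mitochondrial ribosome, fell by 1.05 and 0.83 on the log2 scale. Trdmt1, which methylates tRNA at C38, had -0.47 (adjusted p = 0.0348 from limma). The median of the list was -0.20 and its mean -0.05, below 0, while limma's camera, which sets a list against the other genes, placed it higher, with an adjusted p = 0.824.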

Previous studies have shown that Nsun2 (Tuorto et al., 2012) and Nsun6 (Haag et al., 2015) methylate tRNAs, and this is consistent with our findings. However, the levels of NOP2/Sun RNA methyltransferase 3 (Nsun3), another m^5^C RNA methyltransferase (Van Haute et al., 2016), did not increase, indicating that the increased m^5^C in tRNA was mainly determined by Nsun2 and Nsun6. 

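Nsun3, which methylates the mitochondrial tRNA for methionine, was 5.47 ± 0.119 TPM (SD, n = 3) in the normoxic group and 4.01 ± 0.694 TPM (SD, n = 3) in the hypoxia-treated group. Its log2 fold change was -0.38 (standard error 0.12, adjusted p = 0.0356 from limma), and all 3 hypoxia-treated samples lay below all 3 normoxic samples (exact permutation test, two-sided, p = 0.1, the smallest possible). The gene lies on the reverse strand of chromosome 16 of mm10 from 62732444 to 62786818. No near-identical copy of Nsun2, Nsun6 or Nsun3 was found. The call for Nsun3 was lost under median-of-ratios scaling, where its log2 fold change was -0.26 (adjusted p = 0.102 from limma). It was also lost without any one of the 3 normoxic replicates or without hypoxia replicate 1 or 2, with adjusted p-values from limma of up to 0.103. From the rise of Nsun2 and Nsun6 and the absence of a rise in Nsun3, set beside its measured increase of m5C in tRNA, the paper concludes that this increase was determined mainly by the first 2 enzymes.

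**Figure D3:**
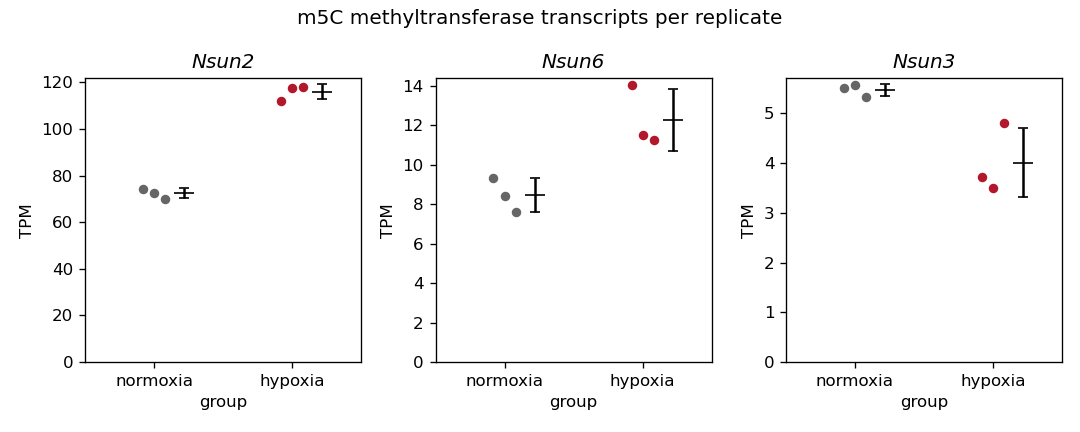
TPM (vertical axes, from 0) of Nsun2, Nsun6 and Nsun3 in each normoxic (grey) and hypoxia-treated (red) sample, with the mean and SD of 3 samples in black. The red points lie above the grey ones for Nsun2 and Nsun6 and below them for Nsun3, where 1 hypoxia-treated sample, at 4.80 TPM, is nearest to the normoxic samples.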

Interestingly, there were significant differences in the types and levels of RNA modifications in 80 nt- or 17–50 nt-sized RNA fragments between the hypoxia- and CoCl_2_-treated groups. Small RNA sequence analysis revealed that the levels of a large number of sncRNAs, including miRNAs, rsRNAs, and ysRNAs, were also altered following hypoxia treatment, which might be accountable for the altered levels of RNA modifications in 17–50 nt-sized RNA fragments. We have not completely elucidated the exact mechanism that altered modifications under hypoxia exposure affected spermatogenesis. However, the altered RNA modification levels provided novel data for explaining hypoxia-induced GC-2spd cell impairment, providing direction for future research.

In summary, our data revealed hypoxia-induced alterations in RNA modification signatures in total RNA, 80 nt-sized RNA fragments (most of which are tRNA), and 17–50 nt-sized RNA fragments (sncRNA) in GC-2spd cells, and these might be responsible for changes in RNA stability and subsequent alterations in sncRNA expression profiles and the transcriptome under hypoxic conditions. Although the detailed mechanisms via which the alterations in RNA modification affect cellular responses to hypoxia stress need further research, data obtained in the present study offer a foundation for exploring the role of RNA modifications in the cellular responses of GC-2spd cells under hypoxic conditions and provide novel information on the molecular effects of hypoxia on male reproductive health.

## Data Availability

The authors acknowledge that the data presented in this study must be deposited and made publicly available in an acceptable repository, prior to publication. Frontiers cannot accept a article that does not adhere to our open data policies.

How the deposited data were processed for this re-analysis (not part of the article)

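The samples were 3 libraries of polyadenylated RNA from GC-2spd cells kept in 21% O_2_ and 3 from cells kept in 1% O_2_. Conditions and replicate numbers were taken from the sample labels. According to the paper and the submitters' notes, the authors sequenced in pairs of reads, filtered them with Cutadapt, aligned them to mm10 with HISAT2 and quantified genes with StringTie. The sources used here give no tool versions and no annotation release.

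The deposited TPM values were made by the authors with StringTie, and their column holds 2 kinds of entries in each library: annotated genes, and loci assembled from that library alone. The assembled loci add up to 1000000 TPM by themselves, so the whole column adds up to nearly 2 times that. The deposited FPKM values were made by the authors with StringTie from the same alignments and are a fixed multiple of the TPM within a library. The deposited coverage values are the mean depth per base that the authors' StringTie run wrote, not scaled for library size. They were used only to recover the aligned bases per library, 5.75 to 6.72 gigabases. Read counts were not used here, so no counting interval is given, and the precision of each value is that seen between replicates.

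Of the annotated genes, 43432 were listed in every library and 42462 had a symbol in GENCODE M21. Up to 25 gene identifiers per library were listed more than 1 time, and their values were added up. Genes with a mean of at least 1 TPM over the 6 libraries were tested, 13750 in all, of which 11297 are protein-coding. Values were taken as log2(TPM + 1). The groups were compared with limma 3.58.1 in R 4.3.3, with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method over all genes tested. The median standard error of a log2 fold change was 0.0935, with 4 residual degrees of freedom. The threshold was an adjusted p of 0.05, and at least 2-fold changes were also counted.

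The 30 gene lists and 8 lists of cell type markers were written from general knowledge before the data were examined. Lists were tested against the other genes with limma's camera at a preset correlation of 0.01, and again with an estimated correlation. They were also tested with fry, which asks whether a list's genes move, on balance, one way, and does not compare them with other genes. Their share among called genes was tested with Fisher's exact test, one-sided, against all genes tested. The p-values of lists were adjusted over the 30 lists. These lists stand in for the GO and Hallmark sets of the paper, which were not at hand, and are not the same sets.

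Genes are named in the text by a rule set before the data were examined. It takes every gene the paper's text names, the 12 genes with the largest rises and the 12 with the largest falls whose groups did not overlap, and up to 4 members of each list with the smallest adjusted p. It adds up to 2 further members of a list that bear its best known step, and any RNA modification enzyme past the test. The largest rises and falls were taken from genes past limma's test. Provisional symbols (Gm or Rik), pseudogenes and genes without a symbol were left out of them. Other names are marked as chosen after their values were seen.

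The fit was tested on simulated data made from these libraries with set changes. Of 67 genes with a set log2 fold change of 0.5, limma called 61.2%, of 67 genes with 1 it called 76.1%, and of 66 genes with 2 it called 92.4%, all with the set sign. Of its calls, 3.16% were genes left unchanged. Only these few of 13750 genes were changed, and the noise was drawn for each gene on its own, while 7436 genes were called in the data. The percentages therefore need not hold for the real comparison. Near-identical copies were searched with minimap2 2.31 among annotated transcripts, as matches of at least 95% identity over at least 300 bases to another gene. Of 13610 genes searched, 3447 (25.3%) had one. Annotated genes were matched to assembled loci with bedtools 2.31.1 where each covered at least 50% of the other, in every library, which held for 8722 genes tested (63.4%). Tables and figures were made with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

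The alternatives set before the data were examined were other pseudocounts, other filters on low values, FPKM, median-of-ratios and quantile scaling, TPM over named nuclear genes, other limma fits, a replicate block, an adjusted p of 0.01 and leaving out each library. Added after the data were seen were protein-coding genes only, list members without a near-identical copy, assembled loci in place of annotated genes, and annotated genes that have an assembled match. The paper's other measurements, among them RNA modifications by LC-MS/MS, cell proliferation, apoptosis, blots, tRNA stability and small RNA sequencing, are not analysed here. The edgeR and clusterProfiler steps of the paper were not repeated, since edgeR takes read counts.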

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

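The tests of the interferon response genes, and of the division of reads between annotated genes and assembled loci for single libraries, were chosen after those results were seen.

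The paper's text does not discuss the gene groups that follow, and each passed limma's camera at the preset correlation, which is why they are listed. With an estimated correlation only the cytosolic ribosome did (adjusted p = 0.0254), and the others had an adjusted p of 0.145 to 0.402. The median log2 fold change was -2.0896 for interferon response genes, -0.6368 for the integrated stress response and -0.5524 for oxidative stress defence. It was -0.4748 for cytosolic aminoacyl-tRNA synthetases and -0.3564 for the mitochondrial ribosome. It was 0.2344 for the cytosolic ribosome, 0.1939 for G2 and mitosis genes and 0.1726 for cholesterol synthesis. It was 0.0956 for collagen and extracellular matrix and 0.0934 for 2-oxoglutarate dioxygenases. Sets related to interferon, the ribosome and dioxygenases appear in Fig. 4B and Fig. 4C.

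With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. For genes past limma's test, 1 split, the real one, gave a result as large, with 7436 genes against 0 at most in the other 9, which had 142 to 212 genes at an unadjusted p under 0.05. For at least 2-fold changes that pass limma's test it was also 1 split, with 1109 genes against 0 at most. For lists past camera it was 1 split, with 19 lists against 13 at most and 7 at least. Each of the other 9 splits puts libraries of both conditions in both groups. Part of the difference between conditions therefore stays in the comparison, and part adds to the spread within groups. These splits cannot tell how many genes or lists would be called without any effect.

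More genes were lower than higher under hypoxia, and 2 technical explanations were tested. Genes that rose at least 2-fold went from 2.84% to 7.99% of the TPM and 2087 genes that rose by less from 26.5% to 34.9%. Genes neither changed at least 2-fold nor mitochondrially encoded, which still include these 2087, were taken as the rest. Their total TPM had a log2 ratio of 0.0053 (-0.0192 to 0.0361 over the 9 pairs of libraries). In another measure, the share of TPM of every gene but the at least 2-fold risers had a log2 ratio of -0.08. The TPM of annotated genes have a nearly fixed sum, and these sets were chosen by the change itself, so the bound set beforehand was wrong. Whether transcripts that rose took TPM from the rest cannot be told apart from a fall of the others. If gene length or GC content were behind it, some bins were predicted to show no excess. The lowest of 10 bins, the longest genes, still had 58.47% of its calls lower (95% binomial interval, Clopper-Pearson, 55.78 to 61.12, genes taken as independent). The highest, also a length bin, had 74.63%, so the share differed with length. The medians of the bins ran from -0.2215 to -0.0563, all below 0 like that of all genes, -0.1327. Such a shared offset can keep an excess in every bin even if length or GC content adds to it, so this test cannot decide. The excess is absent under median-of-ratios scaling (49.88% of calls higher) and quantile normalization (49.54%), which set the middle gene near 0, and hypoxia itself remains an untested biological explanation.

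Some genes had 1 library far from its replicates. Of 9298 genes with a mean of at least 10 TPM, 206 (2.22%) had a range of at least 2-fold within a group. This range counts any wide spread within a group, and not only 1 outlying library. Fto was 39.7, 40.4 and 5.63 TPM in the normoxic libraries and 39.9, 40.6 and 41.4 TPM as assembled loci, and Eno1, named like Cebpb after its values were seen, was 1554, 1548 and 3309 TPM in the hypoxia-treated libraries and 6215, 6346 and 3336 TPM as assembled loci. Of 6660 genes at that level with an assembled match, 122 had this range as annotated genes and 205 as assembled loci, and the 122 had a median log2 range of 0.7203 as assembled loci, so a candidate explanation is that StringTie divided reads differently in single libraries, though genes picked for a wide range in 1 set tend to show less in another. It leaves 39 of the 122 genes with the range in both, and Cebpb, at 10.3, 12.1 and 54.1 TPM in the hypoxia-treated libraries, is 1 of those with like values as assembled loci. Near-identical copies had an odds ratio of 1.463 (0.954 to 2.2, p = 0.0752 from Fisher's exact test, two-sided), which leaves sharing of reads with copies open.

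Interferon response genes were lower under hypoxia, and 3 technical explanations were tested. The median log2 fold change was -1.942 at the highest of the scalings by median-of-ratios and quantiles, -2.014 over 47 members without a near-identical copy and -2.0545 over 27 members as assembled loci, all of which argue against these as the cause. The 2 scalings moved the median of all genes by only 0.1341 and 0.1352, so they could not have removed a fall of this size. The upper quartiles were -1.27, -1.41 and -1.43. Of genes chosen after their values were seen, Ifnb1, Ifna4, Ifng and Ifnl2 were listed at 0 TPM in all 6 libraries, while the RNA sensor genes Ifih1 and Ddx58 had log2 fold changes of -2.45 and -1.87 (adjusted p = 5.14e-05 and 1.78e-05 from limma). A lower interferon response in hypoxia is a hypothesis only, since a difference in culture state between the groups was not tested.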

How the results depend on the processing

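Settings chosen after seeing the data were protein-coding genes only, list members without a near-identical copy, assembled loci matched by position, and annotated genes with an assembled locus. Over all settings, 282 named genes gave 5768 values with the same call, 172 that lost it and 65 that gained it. A further 3 had the other sign and a call in either fit. Lists gave 704, 32, 11 and 0. A change of sign with no call in either fit was counted as the same call, as for the mitochondrial outer membrane list under median-of-ratios scaling. Camera was run alike for the limma fits without a trend and with a robust prior, so lists could not differ there. Except where a setting tests fewer or other genes, or its threshold is stricter, the cause was not tested.

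With an estimated correlation 2 lists passed camera. Its adjusted p was 0.0775 for glycolysis and 0.145 for the nuclear respiratory chain, ribosome biogenesis, tRNA and rRNA modification, interferon response, apoptosis promoting and nucleotide metabolism lists. With fry, which compares a list with no change and not with other genes, the mitochondrial outer membrane had an adjusted p of 0.0188, at a median 0.0073 from that of all genes. For apoptosis promoting genes camera gave an adjusted p of 0.089 without near-identical copies, 0.0516 over protein-coding genes, 0.0802 as assembled loci, 0.0883 over annotated genes with one, and 0.0219 against a threshold of 0.01. For nucleotide metabolism it gave 0.0648 on FPKM, 0.0597 with median-of-ratios scaling, 0.103 over protein-coding genes, 0.0366 against 0.01, and 0.0234 to 0.0626 leaving out 1 library. For the nuclear respiratory chain it gave 0.0893 with median-of-ratios scaling.

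In Fisher's exact test, 13 lists were enriched among called genes. There were 7 among higher genes only, among at least 2-fold genes, on FPKM, in limma without a trend, over protein-coding genes and over annotated genes with an assembled locus. There were 25 with no filter on low values, 6 at a mean of at least 5 TPM, and 8 as assembled loci.

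Genes at least 2-fold higher were 189 and lower 290 with a pseudocount of 5, 220 higher on FPKM, 479 lower with quantile normalization and 228 higher over protein-coding genes. As assembled loci 1556 genes were higher and 3152 lower, 189 and 367 of them at least 2-fold. Among annotated genes with an assembled locus 1626 were higher, and 179 and 371 were at least 2-fold higher and lower. At an adjusted p under 0.01, 1633 genes were higher. Modification enzymes higher were 7 at that threshold, 5 as assembled loci and 6 over annotated genes with one.

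The log2 fold change of Nsun3 did not pass limma at -0.3775 with no filter, in a replicate block (adjusted p = 0.0652) or at 0.01, at -0.2574 with median-of-ratios scaling or at -0.1773 with quantile normalization. Nsun6, at 0.4872, did not pass 0.01. Among named genes with a call in either fit, the sign turned for Cs, 0.1104 with median-of-ratios scaling, mt-Cytb, 0.083 with quantile normalization, and Osgep, 0.3186 as assembled loci.

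Leaving out 1 library at a time gave 2101 to 2294 genes higher and 4317 to 4782 lower, 357 to 398 and 727 to 765 at least 2-fold, 18 to 19 lists past camera, 13 to 17 lists enriched, and 8 to 11 modification enzymes higher and 64 to 74 lower. Log2 fold changes were 0.65 to 0.70 for Nsun2, 0.39 to 0.55 for Nsun6 and -0.4879 to -0.3055 for Nsun3. The labels give both groups the same replicate numbers, but same-numbered libraries correlated at 0.0111 to 0.0331 after the group means were removed and the others at -0.0543 to 0.0253, so the numbers were not taken as pairs. The replicate block gave 2282 genes higher and 4677 lower. Without read counts, the limit that depth sets on genes near 1 TPM is unknown.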

Differences from the paper's values

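The paper's counts, for which its text states no thresholds, are 353 genes upregulated and 777 downregulated. At an adjusted p under 0.05 alone limma gave 2464 higher and 4972 lower genes, well above these. With an at least 2-fold change as well it gave 375 and 734, which differ from the paper's counts by no more than 1.5 times. The 2-fold minimum was chosen here and the paper used edgeR, so the likeness of these counts depends on that choice. Of the alternatives set before the data were examined, a pseudocount of 5 (189 and 290), FPKM (220 higher) and quantile normalization (479 lower) gave counts that differ by more than 1.5 times.

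The paper names the mitochondrial outer membrane, the organelle membrane and the transferase complex as the main places of differentially expressed genes, and only the first was tested here. The fixed list of 58 such genes had an adjusted p of 0.142 from Fisher's exact test (one-sided) over all called genes. Over genes with an at least 2-fold change that test gave an adjusted p of 0.278. Limma's camera gave an adjusted p of 0.862, and fry, which is against no change and not against other genes, 0.0188. Both ask for a shift in 1 direction and do not bear on enrichment in either direction. The paper states enrichment in nucleotide metabolism. The fixed list had an adjusted p of 0.358 from Fisher's exact test (one-sided) over both directions, of 0.0863 over lower genes and of 0.0925 over genes with an at least 2-fold change, while limma's camera called it lower with an adjusted p of 0.0366 (adjusted p = 0.145 with an estimated correlation, and 0.0597 under median-of-ratios scaling). Fig. 4C shows sets for NAD metabolism and iron ion binding as positive. The fixed list of NAD metabolism had a median log2 fold change of -0.26 (adjusted p = 0.862 from limma's camera), and the list of iron handling had -0.32 (adjusted p = 0.0946). The fixed lists are not the paper's sets. No list of iron-binding proteins was tested, so the value for iron handling does not bear on the paper's iron ion binding set.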

Other observations

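Transcripts for proteins of the cytosolic ribosome mostly rose. Of 80 tested, 57 rose, 1 fell and 22 did not pass the test in limma (59 higher and 1 lower when adjusted over the list alone). Fau went from 1610 ± 38.9 TPM (SD, n = 3) to 2512 ± 60.6 TPM (SD, n = 3), and Rps12 rose by 0.51 on the log2 scale, and both have near-identical copies. The 1 that fell, named after its value was seen, was Rps27l with -0.67. The list had an adjusted p of 6.32e-17 from limma's camera and an adjusted p = 0.0254 with an estimated correlation, and its median was 0.07 with quantile normalization. Of 32 G2 and mitosis genes, 16 rose and 1 fell (16 and 1 when adjusted over the list alone). Anln, a scaffold of the cleavage furrow, rose by 0.80, the mitotic kinase gene Aurkb by 0.74 and Top2a, which untangles chromosomes, by 0.50, while Ccnb1 had -0.18. The list had an adjusted p of 1.04e-05 from camera and an adjusted p = 0.204 with an estimated correlation. Of 37 S phase genes, 7 rose and 18 fell (7 and 19 when adjusted over the list alone), among them Ccne1, which encodes cyclin E1, with -1.22 and Rrm2, a subunit of ribonucleotide reductase, with 0.42 (adjusted p = 0.469 from limma's camera).

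Of 21 genes of the integrated stress response, 16 fell and 1 rose (16 and 1 when adjusted over the list alone). Chac1, which degrades glutathione, had a log2 fold change of -2.11, Shmt2, a mitochondrial enzyme of serine metabolism, -0.80 and Atf4, the main transcription factor of the response, -0.57, while Ddit3 had 0.25 (adjusted p = 0.0954 from limma). Of 20 cytosolic aminoacyl-tRNA synthetases, 15 fell and 1 rose (15 and 1 when adjusted over the list alone), among them Tars with -0.78 and Lars with -0.86. Of 25 genes of oxidative stress defence, 17 fell and 4 rose (17 and 4 when adjusted over the list alone), among them the peroxiredoxin gene Prdx3 with -1.28 and the quinone reductase gene Nqo1 with -1.35, while the heme oxygenase gene Hmox1 rose by 0.82. With limma's camera the adjusted p was 0.00225, 0.00354 and 0.00397 for these lists, and adjusted p = 0.347, 0.217 and 0.145 with an estimated correlation.

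Of 24 genes of cholesterol synthesis, 11 rose and 4 fell (12 and 4 when adjusted over the list alone), among them the lanosterol synthase gene Lss with 0.82 and Mvk with -0.69 (adjusted p = 0.00354 from limma's camera, adjusted p = 0.347 with an estimated correlation). Of 27 genes of collagen and extracellular matrix, 13 rose and 8 fell (13 and 8 when adjusted over the list alone), among them Fbln2 with 1.26 and Timp1 with -0.67 (adjusted p = 0.0261 from limma's camera, adjusted p = 0.402 with an estimated correlation). With quantile normalization its adjusted p was 0.314. Of 13 genes of NAD metabolism, 3 rose and 6 fell (3 and 6 when adjusted over the list alone), among them Nampt, the rate-limiting enzyme of NAD salvage, with 1.39. Of 21 genes of iron handling, 2 rose and 12 fell (3 and 13 when adjusted over the list alone), among them the iron exporter gene Slc40a1 with -0.94. Of 19 chaperones and genes of the unfolded protein response in the endoplasmic reticulum, 6 rose and 4 fell (6 and 4 when adjusted over the list alone), among them Hsp90b1 with 0.77. The median of this list was -0.06 and its mean 0.02, and the median was 0.08 with median-of-ratios scaling (adjusted p = 0.289 from limma's camera).

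Among markers of other cell types, named after their values were seen, 1 of 9 for spermatogonia was detected, Uchl1, which fell by 0.48. Of 10 for Sertoli cells Sox9 and Inha rose by 0.95 and 0.84 and Clu had -0.34. Of 6 for Leydig cells Insl3 rose by 1.25 and Star was detected. Odf2, of the spermatids, rose by 0.55. Of 11 for fibroblasts and other mesenchymal cells 2 were higher, Vim with 1.40 and Col1a1 with 0.57, and 3 lower, among them Pdgfra with -1.24 and Pdgfrb with -1.64. Of 6 for macrophages 2 were detected and 1 was higher, and of 4 for endothelial cells 0 were detected. Arnt and Vhl, partner and inhibitor of Hif1a, chosen after the data were seen, had log2 fold changes of 0.41 and 1.00 (adjusted p = 4.77e-04 and 7.67e-05 from limma).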
